A study of Danio rerio with 8 samples. Its data were reported in "Transcriptomic Profiles in Zebrafish Liver Permit the Discrimination of Surface Water with Pollution Gradient and Different Discharges" (2018).

How the data were processed

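The series holds hepatic gene expression of adult male zebrafish (Danio rerio) aged 3 months that were kept for 96 h in surface water of the Hun River or in control water. The labels give 8 groups, the control and the sites H1, H2, H3, H4, H5, H8 and X, with 1 array per group and a pool of 5 fish behind each array. The source label of sites H8 and X gives an exposure that is 1 h longer than their other labels. A further set of arrays that the study combined with these was not analysed here, so the condition of the study that a gene must change on both sets of arrays could not be applied. Site H8 is in the labels and not among the sites the study describes, and no array is labelled as site D of the study. Whether H8 is that site under another name is not known, so H8 was treated as a group of its own and site D as not analysed here.

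RNA was labelled with a single dye, Cy3, and hybridised to 4x44K zebrafish oligonucleotide arrays, the second version of this Agilent design. Each array carries 45220 spots, of which 43803 are not control spots, and these hold 43603 different probes, 50 of them with 5 spots each. The scanner files are the authors' Feature Extraction output (version 10.7.3.1 per the file headers). Per the file headers, the processed signal is an intensity on a linear scale from which Feature Extraction had subtracted the background before the authors deposited the files. The mean and background signals are intensities as scanned, as deposited by the authors. The deposited series table holds log2 values that the authors had quantile normalised with GeneSpring. Its columns were set against the scanner values of the same arrays, and r across probes was between 0.999 and 1.000 on every array, with a median of 5.93 in every column, so the scale is log2 and no centring on genes had been done. The median absolute difference from the values computed here was between 0.01 and 0.02 log2 units. No column of another sample was present in that table (0 columns).

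The processed signals of the non-control spots were quantile normalised over the 8 arrays and turned to log2, and spots of the same probe were averaged. A probe counted as detected on an array where it was positive and significant, well above background and free of the flags for non-uniform and population outliers. No spot was saturated. A probe was called changed where the log2 ratio to control was at least 1 in size (2-fold) with detection on at least 1 of the arrays compared, which follows the threshold and the detected call of the study. Where the dimmer side of a named gene was not well above background, its fold change is given as a lower bound, with the dim side set to the higher of its own value and the lowest value among probes well above background on that array. With 1 array per group there is no replicate, no test between groups and no p-value across probes. The number of arrays limits the precision of every value.

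Probe annotation in the files refers to the zebrafish build danRer6 (Zv8), and coordinates are those of the probes. Whether a probe lies in an exon, intron or UTR was not analysed here. Gene symbols were updated from RefSeq names (assembly GRCz12tu, used for names alone): 25598 probes matched by accession, 4134 by symbol, 1271 by a unique synonym, and 12600 kept the name in the files. A gene symbol other than a clone or locus name belonged to 28334 probes and 13975 symbols.

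Each array file names its slide and scan run. The control and sites H2, H4 and H5 were on slide 1 and scan run 1, and sites H1, H3, H8 and X were on slide 2 and scan run 2. Slide and scan run therefore cannot be told apart. Pairs of arrays were counted for 2-fold differences within and across slides, and the difference of the mean counts was tested one-sided against all 35 splits of the arrays into groups of the same sizes (exact permutation test). Slides were also compared probe by probe with limma (version 3.58.1 in R 4.3.3), 4 arrays against 4, over the 37265 probes detected on at least 1 array, with Benjamini-Hochberg adjustment at 0.05. On simulated data for this comparison with 37265 probes, 54% of 200 probes changed by a log2 value of 2 were recovered and 85% of those changed by 3, with 9 and 22 false calls. None of those changed by 1 were recovered (0%). The data gave 10600 probes past the threshold, far more than the 200 changed in the simulation. The adjustment is stricter where few probes change, so recovery in the data may be higher than these shares. The 2-fold call was tested on simulated pairs of arrays with 31260 probes, 200 of them changed 3-fold. With the median spread of replicate spots for every probe, 100% were recovered with 0 false calls. With the spread of single replicated probes, 94.5% were recovered with 1829 false calls (5.89%), and with that of replicated probes of like signal 93.5% with 1362 (4.39%). The first of these settings leaves out the probes of high spread.

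Comparisons against the same control array share its chance values. Unchanged arrays were therefore simulated 100 times from the spread of each probe over the 8 arrays, and again from its spread within slides. The simulation covered all 37265 probes detected on at least 1 array. It did not apply the condition of detection on the arrays compared, so simulated counts can exceed like counts. Correlations of site profiles are Pearson's r across probes, which are not independent replicates. Average linkage clustering on 1 minus r and principal component analysis used the probes changed at 1 or more sites, with each array centred on its median (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15).

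Gene lists were written down before the data were examined: 24 genes that the study discusses, and 13 lists for oestrogen response, steroid biosynthesis, PPAR signalling, the proteasome, the cell cycle, exocrine pancreas, endocrine pancreas, red blood cell, intestine, muscle, germ cell and gonad, hepatocyte, and interferon and MHC. Further lists of heart and testis genes were written after the values of the muscle list and of the germ cell and gonad list had been seen, and before the values of their own genes were printed. Of the genes measured, 4 are shared by the proteasome and the interferon and MHC lists and 1 by the PPAR signalling and hepatocyte lists. The genes the study discusses include 5 of the proteasome list, 3 of the cell cycle list, 2 of the muscle list and 1 each of the steroid biosynthesis, endocrine pancreas, and interferon and MHC lists. A gene was represented by the detected probe with the highest mean signal. The median log2 ratio of a list was placed among the medians of 10000 random lists of the same size, matched on mean signal in 20 bins. The genes named are, by a rule fixed at the same time, the genes the study discusses, vtg1 and esr1, the 2 largest rises and the 2 largest falls per site among probes with a gene symbol that were detected on both arrays, the largest rise and fall of each direct comparison of sites, and the 2 most abundant genes of each list at or beyond the 1st or 99th percentile at a site. Where another detected probe of a named gene moved 2-fold the opposite way, this is stated. For site X 1 of the genes that this rule selects is not reported here.

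The alternatives tried were scaling to the 75th percentile, normexp background correction with an offset of 50 before quantile normalisation, the deposited log2 values, detection on both arrays, the bound for dim probes, the flag for signal well above background alone, a 3-fold threshold, genes in place of probes, the median of the 7 other arrays as reference, the mean over all probes of a gene, unmatched random lists, other probe sets for correlation and clustering, and the slide as a batch. References within a slide and a correction for probe GC content were added after the slides had been seen.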

Results

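Hepatic expression was measured on 8 one-colour arrays, 1 for the control and 1 for each of the 7 river sites, each from a pool of 5 fish. On each array 43603 probes were compared. Between 30883 probes (site H2) and 33843 probes (site H5) were detected, 70.8% to 77.6% of all probes. The median processed signal of the non-control spots ranged from 50.1 in the control to 75.5 at site H1, and the 75th percentile from 341 at site X to 509 at site H1. Over the 8 arrays, 26774 probes were detected on all arrays.

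The technical spread within an array was described by replicate spots. The median SD of log2 values over the 5 spots of a replicated probe lay between 0.09 at site H2 and 0.17 at site H8. Of 2250 pairs of spots of the same probe on the same array, 151 (6.71%) differed at least 2-fold. In simulated pairs of unchanged arrays with the spread of single replicated probes, 1829 of 31260 probes passed the 2-fold threshold, and 1362 with that of replicated probes of like signal, so the counts below include calls from spot noise alone. These values leave out the variation between fish, between pools and between hybridisations, for which the design has no replicate. Different probes of the same gene gave related ratios to control. Across genes with 2 detected probes that share no stretch of 15 bases, r between the log2 ratios of the 2 probes was 0.66 at site H2 (5818 genes) and 0.52 at both H8 and X (5634 and 5640 genes), against -0.02, -0.01 and -0.02 for randomly paired probes. Genes are not independent replicates.

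The first comparison asked how many probes changed in liver of fish kept in water of each site. The number of changed probes was 10493 at site H1, 3574 at H2, 11596 at H3, 6242 at H4, 4562 at H5, 10360 at H8 and 10623 at X. These probes belonged to between 1685 (H2) and 5080 (H3) different gene symbols. The share of changed probes that were higher than in control was 41.6% at H2, 51.2% at H8, 51.4% at H1, 53.7% at X, 54.9% at H3, 55.9% at H4 and 58.0% at H5. Of the changed probes, 1641 at H2 and 4437 at H3 were detected on only 1 of the arrays compared. The alternative that moved these counts most was normexp background correction with an offset of 50, which left 468 changed probes at H2 and 2437 at H3. Unchanged arrays simulated with the spread within slides gave a mean of 6002 changed probes per site (5872 to 6132 in 100 draws). With the spread over all arrays the mean was 9307 (9130 to 9507). The counts at H2 and H5 lay below both means, and that at H4 lay between them. Those at H1, H3, H8 and X lay above both. Each array is a group of its own, so these spreads also hold any differences between sites.

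**Figure D1:**
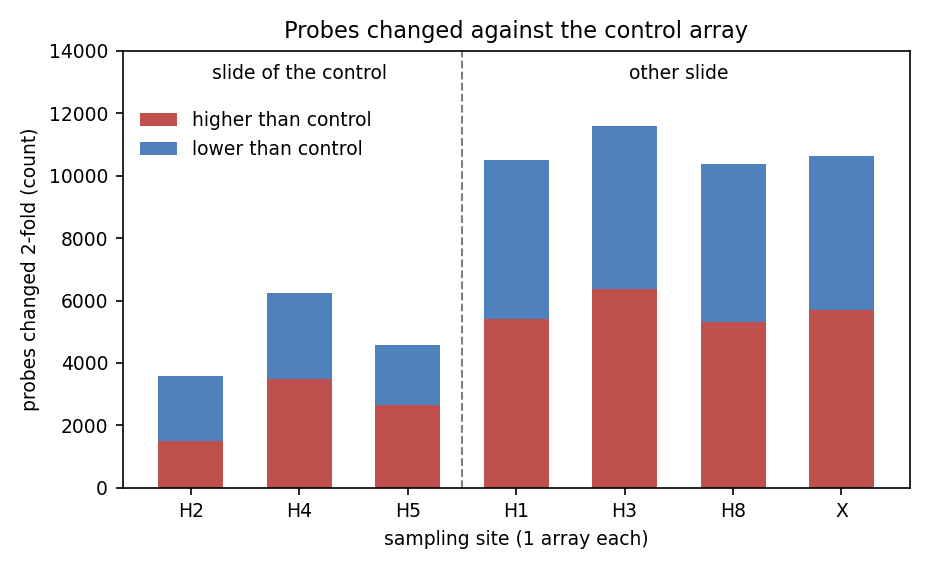
Number of probes changed at least 2-fold against the control array at each sampling site, 1 array per site, split into higher (red) and lower (blue) than control, with sites on the slide of the control left of the dashed line. The 3 sites on the slide of the control had 3574 to 6242 changed probes and the 4 sites on the other slide had 10360 to 11596.

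The arrays came from 2 slides that were scanned in separate runs, and the control was on slide 1 with H2, H4 and H5. Sites on the slide of the control had a mean of 4793 changed probes, and sites on the other slide had a mean of 10768. The number of differing probes was then counted for all 28 pairs of arrays. The 12 pairs within a slide differed at 3574 to 7168 probes (mean 5055), and the 16 pairs across slides at 8891 to 14006 probes (mean 11345). The ranges did not overlap. The difference of the means was larger than under any other of the 35 splits of the 8 arrays (exact permutation test, one-sided, p = 0.0286, the smallest value this design can give). Among the 21 pairs that leave out the control, the means were 5143 within slides and 11538 across slides, and the exact permutation test gave the same one-sided p = 0.0286. In the limma comparison of the slides, 10600 of 37265 probes (28.4%) passed the adjusted p threshold, 5910 higher and 4690 lower on slide 2. The difference between sites on separate slides cannot be told apart from the difference between slides at any single site.

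**Figure D2:**
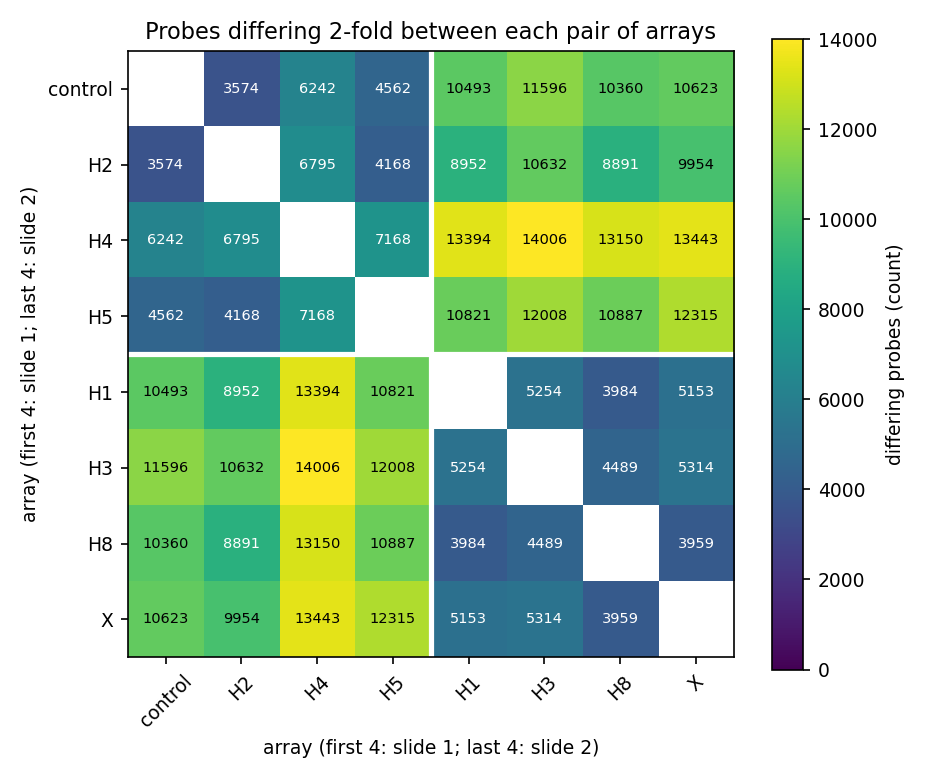
Number of probes that differ at least 2-fold between each pair of the 8 arrays, with the 4 arrays of slide 1 first and the 4 arrays of slide 2 last on both axes. Pairs within a slide lie between 3574 and 7168 and pairs across slides between 8891 and 14006.

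The size of the changes was described by fold classes. Changes between 2-fold and 3-fold made up 39.4% of the changed probes at H3, 42.1% at X, 42.8% at H1, 43.6% at H8, 48.0% at H4, 50.9% at H5 and 57.1% at H2. Changes above 6-fold made up 14.2% at H2, 16.2% at H5, 22.6% at H4, 23.5% at H8, 23.6% at H1, 26.7% at H3 and 26.7% at X. The 3 sites on the slide of the control had the highest shares of changes between 2-fold and 3-fold.

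Sites H3 and H4 lie upstream and downstream of a large city, and their comparison asked whether the city alters the hepatic response. Against control, 2399 probes changed the same way at both sites and 700 changed opposite ways. The probes changed the same way were 20.7% of those changed at H3 and 38.4% of those at H4, and the opposite ones 6.04% and 11.2%. In the direct comparison, 14006 probes differed between H4 and H3, 6863 higher and 7143 lower at H4, the highest count of all 28 pairs of arrays. Sites H5 and X represent the mainstream and a tributary near their junction. There, 1698 probes changed the same way at both sites and 385 changed opposite ways, which were 8.44% of those changed at H5 and 3.62% of those at X. Directly, 12315 probes differed, 6262 higher and 6053 lower at X. Both comparisons cross the slides. Unchanged arrays simulated over the same control shared a mean of 45.7% of their changed probes in the same direction and 7.76% in the opposite direction with the spread over all arrays, and 42.2% and 5.83% with the spread within slides. These simulated shares were taken without the condition of detection.

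At all 7 sites, 84 probes were higher and 304 lower than in control. This count of 388 was set beside those with another array as reference, which ranged from 249 with H2 to 1765 with H4 as the reference. Simulated unchanged arrays gave a mean of 864 such probes with the spread over all arrays and of 459 (408 to 519 in 100 draws) with the spread within slides. Both were counted without the condition of detection, so they can exceed a like count. At the 4 sites on the other slide, 5474 probes changed the same way against control, and 3036 of these changed at none of the 3 sites on the slide of the control.

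The log2 ratios to control were positively correlated between sites, with a mean Pearson's r across probes of 0.47 over the 21 pairs of sites. Simulated unchanged arrays over the shared control gave a mean r of 0.50 (0.49 to 0.51 in 100 draws). Each probe had the same spread in control and sites there, which fixes this value near 0.50 whatever the data. Within the slide of the control, r was 0.36 to 0.50. Within the other slide it was 0.76 to 0.83, and across slides 0.17 to 0.44.

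Clustering over the 20453 probes changed at 1 or more sites parted the arrays into 2 groups, the 4 arrays of slide 1 and the 4 arrays of slide 2. Component 1 carried 55.5% and component 2 carried 12.4% of the variance, 68.0% together. The slides were separated along component 1, with scores of -139 to -81.0 on slide 1 and 88.4 to 130 on slide 2. Site H4 had the highest score on component 2 (102), followed by H3. Over the 26774 probes detected on all arrays, the first split was the same and component 1 carried 57.8%, while on component 2 H4 (66.9) was followed by X (28.2) and H3 (25.6).

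**Figure D3:**
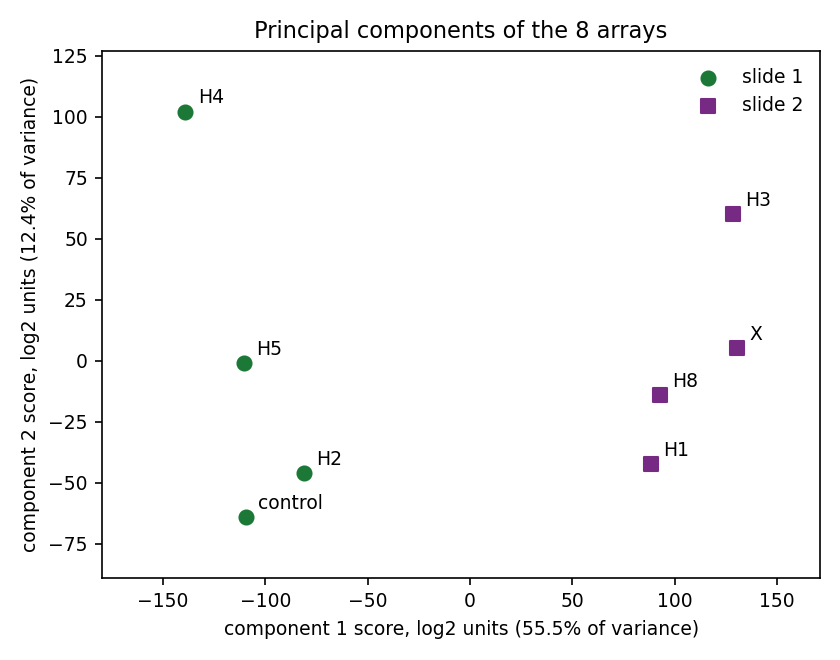
Scores of the 8 arrays on the first 2 principal components of log2 values over the probes changed at 1 or more sites, with circles for slide 1 and squares for slide 2. The slides lie apart on component 1, which carries 55.5% of the variance.

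Gene lists were used to describe the direction of change of pathways and tissues. The list percentiles describe these arrays alone. The steroid biosynthesis list had a median log2 ratio of 0.53 at H2 and 0.63 at H5, both above the medians of all 10000 matched random lists, and of -0.48 at H4 and -0.53 at H3 (percentiles 0.04 and 0.29). Its most abundant genes, dhcr7 and sc5d, changed by less than 2-fold at these sites (0.42 and 0.47 at H2), and another sc5d probe rose 2-fold at H3. The PPAR signalling list had a median near 0 at H2 (0.00), H5 (0.06), H8 (0.04) and H1 (-0.04), with 0.12 at H3 and -0.27 at X. Its median was lowest at H4 (-0.53, percentile 0), where its most abundant genes fabp10a and apoa1a were almost level (-0.21 and -0.03). These medians hide changes in both directions. Of its 27 genes, 3 were at least 2-fold higher and 4 lower at H1, and the same at H3. The counts were 4 and 5 at H8, 1 and 8 at X, and 0 and 3 at H4. The proteasome list was higher at H5 (0.64, percentile 100) and lower at H3 and X (-0.36 and -0.42, percentiles 0.01 and 0). It also lay past the 99th percentile at H2 (0.23) and H4 (0.17) and below the 1st at H8 (-0.25). At H5 psma1 and psma8 rose by 0.71 and 0.56. The cell cycle list was higher at H4 (1.16) and lower at H1 (-2.16), H8 (-1.85), X (-1.57), H3 (-0.67) and H2 (-0.22), each past the 1st or 99th percentile. At H5 its median was -0.25, at percentile 1.11. At H4 mcm7 rose by 1.01 and mcm2 by 0.10. The oestrogen response list was lower at H8 (-1.88) and H4 (-1.55) and higher at X (1.11), each past the 1st or 99th percentile. At H1 its median was -0.99, at percentile 1.04, with 4 of 8 genes at least 2-fold lower and 2 higher. Its brightest probes were those of vtg7, with log2 ratios of -2.26 at H8, -1.87 at H4 and 2.00 at X, and of vtg5, with -1.88, -1.56 and -1.27. At X, 5 of 10 other detected vtg5 probes rose at least 2-fold. The interferon and MHC list was lower at the 4 sites on the other slide, with medians of -1.42 at H3 to -0.84 at X, and at H5 (-0.67). Its most abundant genes went apart: at H1, b2m had a log2 ratio of -0.74 and the brightest mxc probe 1.63. At least 1 of 2 other mxc probes fell 2-fold at H1, H3 and H8.

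The lists with the largest medians in size were those of the intestine and of the exocrine and endocrine pancreas. The exocrine pancreas list had medians of -3.72 at H1, -4.80 at H3, -3.18 at H8 and -3.13 at X, and of -1.48 at H2, -0.98 at H5 and -0.20 at H4. Its brightest gene prss1 had a log2 signal of 18.64 in the control, 17.65 at H2, 18.17 at H5 and 14.32 at H3, and at H1, H3 and H8 another detected prss1 probe rose 2-fold. The second gene prss59.1 had a log2 ratio of -3.63 at H3. The endocrine pancreas list had medians of -4.64 at H8, -3.59 at X, -1.77 at H1, -1.68 at H3 and -0.85 at H5, and of 0.66 at H4. The H8 and X medians are ratios of scg3 and are not exact. On both arrays its signal lay below the lowest value well above background. The intestine list had medians of -5.92 at H3, -6.32 at X, -3.15 at H1 and -2.62 at H8, and between -0.70 and -0.27 at the sites on the slide of the control. Of its most abundant genes, apoa4b.1 changed by less than 2-fold at H3 (0.39). The brighter probe of apoa4b.2 was lower at H1 (-1.31) and X (-1.52) and not called at H3 (-0.43), and the other apoa4b.2 probe fell 2-fold at H1, H2, H3, H8 and X. The muscle list was lower at H8, X (-1.84), H1 (-1.63), H3 (-0.86) and H2 (-0.79). The brightest muscle probe, of acta1a, went against it at H1 and X (1.03 at X), and both other detected probes fell 2-fold at H1, H3, H8 and X. The probe of mybpc2b had -1.13 at H2 and 1.46 at X, and at H1, where it was not called, another mybpc2b probe fell 2-fold. The germ cell and gonad list was higher at H4 (1.76), H3 (1.70), H5 (1.35), H8 (0.91) and X (0.78). At H4 piwil1 rose by 6.37 and sycp1 by 4.23. At X neither was called (0.55 and 0.38), and the largest rises of the list were those of zp2.5 (5.47), zpcx (3.46) and zp3 (3.13). The rise of the list thus rests on different genes at H4 and X. Of its 20 genes, 7 were detected on all arrays and 13 in the control. The red blood cell list was lower at H3 (-1.06, percentile 0.01) and higher at X (0.68, percentile 99.5). At H3 ba1l and hbba1 had log2 ratios of -1.26 and -1.43, and at X of 0.39 and 0.21. The hepatocyte list stayed within 0.28 of the control at every site, and no percentile of it passed 97.8.

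**Figure D4:**
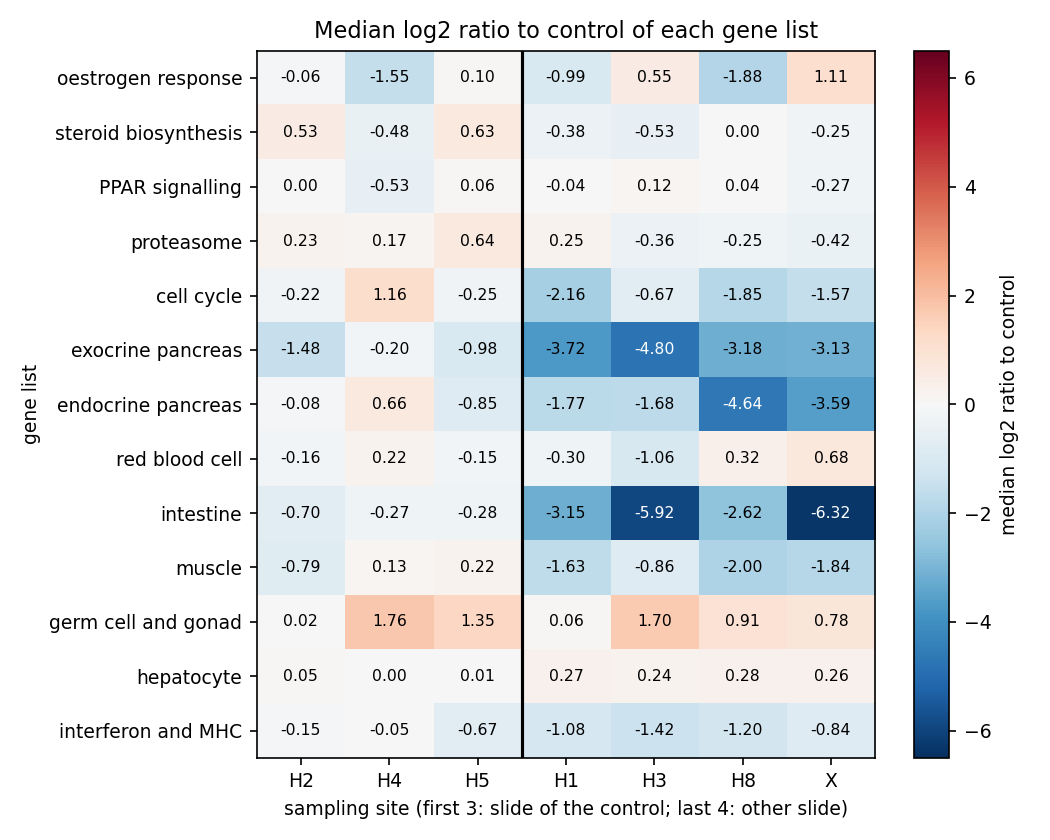
Median log2 ratio to control of the 13 gene lists (vertical axis) at the 7 sites (horizontal axis), with sites on the slide of the control left of the line; red is higher and blue is lower than control. The intestine and exocrine pancreas lists range from -6.32 to -0.20 and the hepatocyte list from 0.00 to 0.28.

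Of the 24 genes that the study discusses, 22 had a detected probe, and psmb8f and cxcl8a were not analysed here. The number of these 22 genes changed 2-fold was 17 at H1, 4 at H2, 12 at H3, 7 at H4, 11 at H5, 12 at H8 and 11 at X. Among the genes of steroid metabolism, cyp51 (probe on chromosome 19, 505417 to 505476) rose by 2.80 at H2, 2.12 at H5, 1.75 at H8 and 1.66 at X on the log2 scale. Of the 3 other detected cyp51 probes, 2 rose 2-fold at H2, 1 at H5 and 0 at H8 and at X. At H1, H3 and H4 the quoted probe was not called, and another detected cyp51 probe fell 2-fold there. The probe of cyp11c1 rose by 2.16 at H4, 1.79 at H3, 1.26 at X and 1.25 at H8. At H1, H2 and H5, where it was not called, another cyp11c1 probe fell 2-fold. The rises at H4, H8 and X rest on 1 probe, since the only other detected cyp11c1 probe did not rise 2-fold there. At H3 1 of 2 other probes did. cyp17a1 was not detected in the control and was at least 14.2-fold higher at H4, 5.62-fold at H5 and 2.16-fold at H3. cyp19a1b was at least 3.03-fold to 5.13-fold higher at the 4 sites on the other slide and was not called at H2, H4 or H5. hsd17b1 was higher at the same 4 sites (log2 ratios of 2.46 to 2.85) and at H5 (1.73).

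Among genes of the cell cycle and of DNA damage, gadd45aa rose by 3.81 at H1 and 2.35 at H3, and gadd45bb by 3.02 and 1.76. cdc6 rose by 2.36 at H4 and was lower at H1 (-1.63), H8 (-2.15) and X (-2.09). cdc20 rose by 1.59 at H4 and was lower at H1 (-1.69), H8 (-1.36) and H2 (-1.19). cdc7 was not detected in the control and was at least 9.44-fold to 17.2-fold higher at the 4 sites on the other slide. The other detected cdc7 probe did not rise 2-fold at any of these sites and fell 2-fold at H8. At H4, where the brightest probe was not called (0.98), both other detected cdc7 probes rose 2-fold. Of the proteasome genes, psmb7, psmd4a and psmd11b rose by 1.28, 1.22 and 1.23 at H1 and were called at H5 too (1.14 and 1.08 for psmb7 and psmd4a). The brightest psmd1 probe was not called at any site, but 1 of 2 other detected psmd1 probes rose 2-fold at H5. At X, 1 of 2 fell 2-fold. psmb9b was lower at H1 (-3.83) and H3 (-4.40), was at least 20.9-fold lower at H8, and rose by 2.90 at H2, 2.36 at H5 and 1.90 at X. hsp90aa1.2 rose by 3.67 at H1, 1.99 at H4 and 1.12 at H5. At H3, H8 and X, where this probe was not called, 2 of 3 other detected hsp90aa1.2 probes rose 2-fold. il1b (chromosome 10, 42892184 to 42892243) rose by 6.86 at H1 and was not called elsewhere, but its other detected probe fell 2-fold at H8. cxcl12b rose by 1.23 at H4 and was lower at H1 (-2.73), H3 (-1.37), H8 (-1.45) and X (-2.99).

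Among genes of heart contraction, tnnc1a was not detected in the control and was at least 41.2-fold higher at H5. tnnc1b had a log2 ratio of 0.84 at H4 and 0.39 at H5, where its other detected probe rose 2-fold at both sites, and was lower at H1 (-3.28), H2 (-1.06) and H3 (-3.18), and at least 11.6-fold and 11.9-fold lower at H8 and X. atp1a3b rose by 4.61 at H5 and was also called higher at H1. Its probe was lower at H3, H8 and X, by at least 2.29-fold, 1.98-fold and 2.03-fold, and the other detected probe rose 2-fold at these sites. ins (chromosome 5, 36531424 to 36531483) was lower at H1 (-1.74), H3 (-2.35), H5 (-1.02), H8 (-9.26) and X (-4.56) and rose by 1.59 at H4. vtg1 was lower at H4 (-1.66) and H8 (-2.28) and was not called elsewhere. Of the other detected vtg1 probes, 4 of 9 at H1, 3 of 9 at H2 and 3 of 10 at H5 were 2-fold lower. At H3, 2 of 9 were 2-fold lower and 2 were 2-fold higher, and at X, where its brightest probe had 0.95, all 11 other detected probes were 2-fold higher. The brightest esr1 probe was not called at any site, with log2 ratios of -0.19 to 0.97, but at every site except H4 at least 1 other detected esr1 probe rose 2-fold.

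The largest changes among probes detected on both arrays were as follows, with log2 ratios in brackets. At H1 these were slc16a3b (7.21), il1b (6.86), alpi.2 (-6.55) and rh50 (-6.02). At H2 they were pltp (4.56), exoc1 (4.43), pvalb3 (-3.73) and slc6a19a.1 (-3.58), and the other exoc1 probe did not change 2-fold. At H3 they were fosb (8.82), cdc73 (6.77), cd36 (-10.14) and chia.2 (-9.02). At H4 they were gsdf (7.81), insl3 (6.56), alpi.2 (-4.07) and cyp2aa4 (-4.00). At H5 they were cmlc1 (10.27), myh7l (9.52), mhc1uba (-9.16) and pvalb4 (-4.78). At H8 they were tapbp.1 (8.19), upf2 (7.41), a second probe of ins (-10.23) and sst2 (-9.68). At X they were mob2b (8.29), cdc73 (6.54) and chia.1 (-12.18). None of the 2 other detected probes of cdc73 at H3 and X, and none of the 2 other probes of mob2b at X, moved 2-fold the same way, while 1 of 3 did so for upf2. For tapbp.1, 4 of 7 other probes moved the same way and 1 the opposite way. Directly between sites, the extremes were tcnba (10.50) and fosb (-8.25) for H4 over H3, and mob2b (8.91) and chia.1 (-12.45) for X over H5. The probe of chia.1 lies on chromosome 11, 23763055 to 23763114, and that of cmlc1 on chromosome 5, 66067427 to 66067484.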

Values the study reported

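The study reported 728 differentially expressed genes at site H2, with a change of at least 2-fold on both of its arrays. It reported that 39 to 59% of these genes per site changed between 2 and 3 fold and that 10 to 34% changed by more than 6 fold. The first principal components carried 59.8% of the variance in the study.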

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

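All of the results in this part were picked out after their values had been seen, and none of the differences between sites was tested, since each site has 1 array. With 1 array per group no array was comparable with others of its group.

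The sites of both pairs moved in opposite directions at some probes. Between H3 and H4 these were 700 probes, and between H5 and X 385 probes. Of the genes the study discusses, cxcl12b was 2.60 higher at H4 than at H3 on the log2 scale and ins was 3.93 higher at H4 than at H3, each past 2-fold in opposite directions against control. atp1a3b differed in the same way between H5 and X, with a log2 ratio of -6.38. Its probe was not detected at X, and with the lowest value well above background in its place the log2 ratio is -5.63. Against control its other detected probe did not share the fall at X. Both pairs cross the slides. Pairs of site arrays on separate slides differed at 2.24 times as many probes as pairs on the same slide, so a slide or scan difference may account for part of these opposite changes. For ins, the carry-over of pancreas weighed under the other observations remains open too. An effect of the water is open and was not tested against the slide.

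A signal outside the main measurement also separated the slides. Arrays carry 10 spike-in probes of 32 spots each for transcripts added in known amounts, and 8 of these were well above background on every array. The spike-in E1A_r60_n9 had a log2 signal of 16.32 on slide 1 and 17.44 on slide 2, a difference of 1.13, with SDs of 0.14 and 0.10 between the 4 arrays of each slide. The other spike-ins differed in both directions. After each array was centred on its spike-ins, the median size of the slide difference was 0.27 against a median SD within slides of 0.03, and 0 of the 8 spike-ins then differed 2-fold. Sample RNA plays no part in these transcripts, so hybridisation, washing, scanning or the spike-in mix itself may have differed between slides. No biological explanation was tested for the spike-ins.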

How the results depend on the processing

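No paired analysis was possible because the labels give 1 array per group and the values come from no test. Leaving out an array within a group was not possible. References within a slide and the correction for GC content were tests chosen after the slides had been seen, and all other settings were planned. A called value counts as reversed where its sign changed.

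Counts stayed within 1.5 times of the main ones with 75th percentile scaling, with the deposited log2 values and with the flag for signal well above background alone. With the bound for dim probes they did so except for the probes changed the same way at H5 and X (1124). The first split of the clustering separated the slides over both sets of probes, and pairs across slides differed at more probes on average than pairs within slides under the settings of scaling, background, detection, threshold, genes and GC content. These means were not computed under the other references.

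With normexp background correction, the changed probes numbered 2193 at H1, 468 at H2, 2437 at H3, 933 at H4, 546 at H5, 2018 at H8 and 2125 at X. Then 187 probes changed the same way and 94 opposite ways at H3 and H4, with 3238 in the direct ratio. At H5 and X these were 164, 42 and 2687. At all 7 sites 25 changed the same way. The mean of differing probes was 830.75 within slides and 2341.5 across slides. The offset of 50 added to every spot shrinks the ratios of dim probes. The limma comparison of slides gave 9045 probes under this setting, 10575 with 75th percentile scaling and 7245 over probes detected on all arrays.

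With detection on both arrays, the counts were 6627 at H1, 1933 at H2, 7159 at H3, 3633 at H4, 2352 at H5, 6496 at H8 and 6403 at X. The same way and opposite counts were 1022 and 461 for H3 and H4 and 572 and 215 for H5 and X, with 8166 in the direct ratio of the latter. At all 7 sites there were 80 probes, and the means were 3095.75 within and 7187.88 across slides. Fewer probes are compared under this setting.

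At 3-fold, the counts were 6004 at H1, 1532 at H2, 7030 at H3, 3247 at H4, 2242 at H5, 5838 at H8 and 6147 at X. For H3 and H4 they were 1230 the same way, 112 opposite and 8752 direct, and for H5 and X 780, 91 and 7201. At all 7 sites there were 156 probes, with means of 2414.58 within and 6695.38 across slides. Counted as genes in place of probes, the values were 3253 at H1, 1069 at H2, 3580 at H3, 1935 at H4, 1369 at H5, 3074 at H8 and 3051 at X. For H3 and H4 they were 761, 164 and 4377, for H5 and X 467, 122 and 3639, and at all 7 sites 92, with means of 1571.5 within and 3406.19 across slides. Fewer features pass or are counted under both by construction.

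The reference mattered. Against the median of the 7 other arrays, the counts were 6723 at H1, 5740 at H2, 7972 at H3, 10101 at H4, 7351 at H5, 6278 at H8 and 7327 at X. The same way and opposite counts turned to 731 and 4450 for H3 and H4 and to 163 and 4094 for H5 and X, with 0 probes at all 7 sites, which this reference fixes by construction. Against the mean of the 3 other arrays of the slide, the counts were 3444 at H1, 3297 at H2, 3700 at H3, 5434 at H4, 2887 at H5, 2479 at H8 and 3318 at X. The same way and opposite counts were 996 and 352 for H3 and H4 and 220 and 362 for H5 and X. For H5 and X the opposite count thus exceeded the same way count, which was not so against control. The count for all 7 sites was 0, which the slide reference fixes by construction too. With each array minus the mean of the 3 others of its slide, the direct ratios gave 8590 probes for H4 over H3 and 8001 for X over H5. Against control, sites on the slide of the control had a mean of 4793 changed probes and the others 10768. With the other references the means were 7731 and 7075 against the median of the 7 other arrays and 3873 and 3235 against the slide. These references stand in the same relation to the arrays of either slide by construction, so they say nothing about the slide difference, which the pairs of site arrays without the control show too (5143 probes within and 11538 across slides). The mean correlation of site profiles was 0.47 against the control and -0.14 when each array was set against the mean of all 8. Centring on that mean fixes the second value near its level whatever the data, so it says nothing about how alike the sites are.

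The share of higher calls moved by over 10 points at H2 and H4 with normexp (to 31.4% and 66.9%), at H4 with the 3-fold threshold (66.8%), at H5 with detection on both arrays (45.7%) and with the bound for dim probes (46.4%), and at H1 with the slide reference (62.9%). The median ratio of probes detected on both arrays was largest in size at H4 with 75th percentile scaling (-0.12, against -0.09 in the main setting).

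Of 420 list medians under alternatives, 1 reversed: the proteasome list at H4 turned to -0.0949 with 75th percentile scaling. Of 105 list percentiles, 5 crossed the 1st or 99th percentile with unmatched lists. The proteasome list at H4 (97.3) and H8 (2.19), the red blood cell list at X (98.8) and the intestine list at H5 (2.03) no longer passed. The oestrogen response list at H1 (0.73) did so only then. Of 1208 named ratios, 7 reversed, each with the mean over all probes of the gene: atp1a3b at H8 (0.21), vtg5 at X (0.46), acta1a at H1 (-2.08) and X (-2.56), and mxc at H1 (-0.11), H3 (-0.59) and H8 (-0.29). Ratios that were not called changed sign too in that setting, among them acta1a at H3 and H8, vtg1 at H2 and H3, cyp51 at H1, H3 and H4, and cyp11c1 at H1 and H5. For these genes the probes disagree, and the cause was not tested. Signal over background limits the dim probes: 1641 of the 3574 changed probes at H2 were detected on only 1 array.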

Other observations

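The tests with heart and testis genes, and the separate test of the 4 sites on the other slide, were chosen after the results had been seen. The GC test was chosen after the slides had been seen and before its own result, and the other tests were written down before their results were seen.

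More probes were changed against control at the 4 sites on the other slide than at the 3 sites on its own slide. A random division of the arrays does not account for this, since only 1 of the 35 splits of the 8 arrays, the slides themselves, gave as many probes in the limma comparison (10600), and the next highest gave 1. A trend with probe GC content does not account for it either, since the slide difference of a probe was hardly correlated with it (Spearman correlation 0.07). Removing so weak a trend from each array moved the counts little. Pairs across slides then still differed at 2.24 times as many probes as pairs within slides. Hybridisation that affects single probes is not enough to explain it. Across 5355 genes the slide differences of 2 probes without shared sequence were correlated (r = 0.46, against -0.02 for random pairs), so part of the difference appears to lie in the RNA that was hybridised. A slide or scan run remains open, because pairs of site arrays differed 2.24 times as often across slides as within them, and the spike-ins differed between slides with a median size of 0.27. The exocrine pancreas list was lower on slide 2 (median -3.16), with 16 of 18 genes at least 2-fold lower and 0 higher. The intestine list was too (-4.25), with 13 of 16 lower and 1 higher. The hepatocyte and red blood cell lists were almost level (0.18 and 0.05). These values, from no test written down beforehand, argue against hybridisation alone for the genes of the first 2 lists. What stays open is which step differed: the fish, the dissection, the RNA or the hybridisation may have been handled in the same batches as the slides. The slides also part the sites, so a difference of the waters is open and untested.

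The mean r of 0.47 over the 21 pairs of sites was no larger than the simulated 0.50 of a shared control. That 0.50 is fixed by equal spreads of control and sites. The mean also averages over unlike pairs, with 0.45 within the slide of the control, 0.80 within the other slide and 0.31 across slides. It therefore does not decide whether sites share a response. The mean of 0.80 over the 6 pairs on the other slide is more than a shared control of equal spread gives. Those 4 arrays share a slide as well as being exposed.

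The lower signal of ins at H1 and H3 (-1.74 and -2.35) may come from pancreas that was taken along with the liver in some pools and less in others. The exocrine pancreas list had medians of -3.72 and -4.80 at these sites, with 16 of its 18 genes at least 2-fold lower at each. In the control prss1 had a log2 signal of 18.64. All 18 genes were detected in the control and 17 of them on all arrays, so the liver pools of this series carry these transcripts throughout. The endocrine list, which holds 1 of the genes the study discusses, moved apart from the exocrine one. At H8 its median (-4.64) is the ratio of scg3, whose signal of 1.62 lay below the lowest value well above background (3.53). That median is therefore not an exact value to set against the exocrine -3.18. On all arrays 5 endocrine genes were detected. Of these, ins, gcga, sst1.1 and sst2 had -9.26, -7.33, -8.66 and -9.68 at H8, and scg2b had 1.39. At H2 the endocrine median was -0.08 against -1.48, with 0.30 for ins, and at H4 0.66 against -0.20, with 1.59 for ins. At H1 and H3 themselves it was -1.77 and -1.68. A fixed mixture of both parts would not give these differences, so carry-over would need shares of each part that vary between pools, and other changes of ins stay open. The intestine list had medians of -5.92 at H3 and -6.32 at X, with 14 of its 16 genes detected on all arrays, and chia.1 had a log2 signal of 17.09 in the control and 4.91 at X. Of the most abundant genes of that list, apoa4b.1 did not follow it at H3 (0.39), and the 2 probes of apoa4b.2 disagreed there. A response of the liver to the water was not tested against this.

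The rise of tnnc1a at H5 is a candidate for heart tissue in that pool. Skeletal muscle does not account for it: the 22 muscle genes without the heart genes and the genes tested had a median of -0.20 at H5, with 4 at least 2-fold higher and 6 lower. A second list of 15 heart genes, none of them in another list, had a median of 2.99 at H5, above all 10000 random lists, with 9 at least 2-fold higher and 0 lower. At the other sites its median lay between -0.54 and 0.28. Its brightest genes were gata4, hand2 and atp2a2a, all detected on every array. Of these atp2a2a was at least 2-fold higher at H5, and gata4 (0.03) and hand2 (0.51) were not. myh7l rose by 9.52, while myh7 had 0.95 and the dim myh6 probe -0.27. The bright heart genes of the muscle list moved with it, cmlc1 by 10.27 and myl7 by 9.30. The brightest tnnc1b probe had 0.39 at H5 and its other detected probe rose 2-fold, so the part of tnnc1b in the pattern is open. Carry-over of heart may also bear on atp1a3b (4.61 at H5). A change of these genes in liver was not tested.

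The rise of cyp17a1 at H4 may come from testis. A second list of 16 testis genes, none of them in another list, had a median of 4.02 at H4, 2.33 at H3 and 1.73 at H5. These lay above all 10000 random lists at each site. Its median was 0.79 at H8, 0.27 at X, 0.04 at H2 and -0.32 at H1. Sites H4, H3 and H5 are those where cyp17a1 was called, at least 14.2-fold, 2.16-fold and 5.62-fold higher than the control, where it was not detected. At H4, 14 of the 16 were at least 2-fold higher, among them insl3 (5.73 for its brightest probe) and star (3.70), while dmrt1 and inha were not (-0.39 and -0.27). The most abundant genes of the list, cimap1b and hormad1, rose by 4.58 and 5.23 at H4. Of these genes 12 were detected on all arrays. The cell cycle list was also highest at H4 (1.16), and dividing germ cells could contribute to it. An effect of the water on these genes in liver stays open and was not tested.

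The number of changed probes at H2 was 3574 here. That is higher than the value quoted from the study above, which required the change on a further set of arrays and counted genes.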
